A study of Drosophila melanogaster with 9 samples. Its data were reported in "Oo-site: A dashboard to visualize gene expression during Drosophila oogenesis suggests meiotic entry is regulated post-transcriptionally" (2022).

How the data were processed

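Ovaries of Drosophila melanogaster carrying the aramis::GFP::FLAG transgene were dissected 1 to 3 days after eclosion and used for RNA immunoprecipitation, in which RNA is recovered together with a protein pulled down by an antibody. Per the labels, each of 3 replicates gave an Input sample, which was 10% of the lysate set aside before the pulldown, an IgG sample, pulled down with control mouse IgG, and an IP sample, pulled down with an antibody against FLAG. RNA was extracted with TRIzol, treated with DNase and enriched for poly(A) RNA, and directional libraries were made with a NEXTflex kit after 13 minutes of fragmentation. The design text of the series names Larp as the tagged protein, whereas the sample titles, the genotype and the series title name aramis; the sample labels were followed here. Groups and replicate numbers were taken from the sample titles and the immunoprecipitation label.

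The authors deposited raw counts per FlyBase gene ID, as whole numbers without normalization, in a table of 17024 IDs for each of the 9 libraries. The aligner, the genome annotation and the counting rules behind these libraries were not stated in the labels, and the methods of the paper state them for polysome-seq libraries only. It is therefore unknown how reads were shared between overlapping genes, between near-identical gene copies or between strands. Gene symbols, positions, exon lengths and exonic GC content were taken from Ensembl's BDGP6 annotation of the fly genome, which named 16647 of the IDs and left 377 without a name. Coordinates are from that annotation and are 1-based. One feature, with the malformed ID FBgn000003, was kept under the ID the files give. The fixed genes nos and vas are not analysed here.

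Total counts ran from 30533376 to 47080956 per library. The smallest abundance that 3 counts could show ran from 0.0637 to 0.0983 CPM (counts scaled to library size). Shares of a single library are given with a Wilson 95% confidence interval, and these intervals and floors cover counting error only, because PCR copies without molecular identifiers are not independent molecules.

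Each pair of groups was compared with edgeR 4.0.16 in R 4.3.3, using a negative binomial model with robust quasi-likelihood tests (two-sided) on the deposited counts of the 6 libraries concerned. Libraries were scaled by TMM factors. Genes were tested if they passed edgeR's expression filter over the 9 libraries (a minimum count of 10 in a smallest group of 3), which left 8789 genes for all 3 comparisons and set aside 8235. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. CPM values are TMM-scaled means ± SD over 3 replicates, and the standard error of a log2 fold change was derived from its quasi-likelihood F statistic. Genes higher in IP than in both other groups were those called higher in both fits. Gene sets were tested with camera in limma 3.58.1, with the correlation between genes estimated from the data and p adjusted over 12 tests (4 sets in 3 comparisons). The sets were cytoplasmic ribosomal protein genes (symbols starting RpL or RpS, and sta), mitochondrial ribosomal protein genes (mRpL and mRpS), genes encoded by the mitochondrial genome other than tRNAs (symbols starting mt:), and eggshell and yolk genes (numbered Cp, Vm and Yp symbols, without the unrelated Cp190 and Cp110).

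Same-numbered libraries were treated as possible pairs because the titles give Input, IgG and IP the same replicate numbers. The primary fits had no block, and fits with the replicate number as a block are given beside them. The methods of the paper describe pairwise tests for bulk RNA-seq and do not mention a replicate block. As a check of the pairing, the deviations of log2 CPM from the group means were correlated across genes between same-numbered libraries.

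The genes named in the text were set by rule before the data were examined. For each comparison they are the 3 with the largest rise and the 3 with the largest fall among called genes with a mean of at least 10 CPM and no overlap between the CPM values of the groups. For genes higher in IP than in both other groups they are the 5 with the largest smaller-of-both fold changes among those with a mean of at least 10 CPM. A fixed list (ais, larp, Non1, RpS19b, bam, Rbfox1, ord) was added, and genes named outside these rules are said to be so. The alternatives set beforehand were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors or library totals in place of TMM, a filter of at least 1 count in any library or of a mean of at least 50 counts, all 9 libraries in one fit, the replicate block, each replicate left out in turn, and other thresholds. Corrections for exon length and GC content (a loess curve per library, span 0.3), the removal of FBgn000003 and a fixed correlation of 0.01 between genes in camera were added after the data were seen, as was the replicate block for a list of muscle markers. DESeq2 gave no gene set tests.

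The fits were tested on simulated counts for the 8789 genes, drawn from the means, library sizes and dispersion trend of the real data with 200 genes changed 2-fold and a separate set of 60 genes shifted by a log2 change of -0.5. At an adjusted p under 0.05, 140 of the changed genes (70%) were recovered for IP against Input, 93 (46.5%) for IP against IgG and 102 (51%) for IgG against Input. Of the shifted set 37, 4 and 8 genes were called, and of the unchanged genes 13, 3 and 5. The simulation changed far fewer genes than the 5206 that the real fit of IP against Input called. It also gave both groups of a comparison the same dispersion trend. These rates may therefore not hold for the real data, and scaling under many changed genes was not tested.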

Results

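Poly(A) RNA was counted in 9 libraries from ovaries expressing tagged Aramis, in 3 groups of 3 replicates: Input (lysate), IgG (control pulldown) and IP (anti-FLAG pulldown). Aramis is an RNA helicase encoded by the gene ais, and the title of the series places it in a translation control module that ties stem cell differentiation to ribosome production. Total counts were 42692128, 38995174 and 47080956 in Input replicates 1, 2 and 3. They were 35543571, 30533376 and 46061760 in IgG, and 35191953, 39549903 and 42062907 in IP.

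The groups differed in how many genes they detected. At least 1 count was found for 11092 ± 120 genes in Input, 7859 ± 63.5 in IgG and 9815 ± 150 in IP (SD, n = 3 each), and the replicate values of the groups did not overlap. Across genes, log2 CPM values of replicate libraries correlated with Pearson's r from 0.991 to 0.993 in Input, from 0.965 to 0.974 in IP and from 0.875 to 0.883 in IgG. In a chi-square comparison of counts, replicate pairs differed beyond counting noise in each group, by 7.05 to 24.8 per degree of freedom in Input, 33.5 to 78.2 in IP and 237 to 309 in IgG. Counting noise leaves out variation between separate samples, so these values compare the groups and do not test the replicates. The 10 most abundant features held 8.34% ± 0.201 of the counts in Input, 16.4% ± 4.41 in IgG and 6.63% ± 0.0473 in IP (SD, n = 3).

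Most of the excess in IgG lay in the feature FBgn000003, which took 9.46% ± 4.56 of the IgG counts, 0.868% ± 0.179 of the IP counts and 0.0339% ± 0.0253 of the Input counts (SD, n = 3). Its highest share was 14.60% in IgG replicate 2 (Wilson 95% confidence interval 14.59% to 14.62%). The mitochondrial large ribosomal RNA, mt:lrRNA, took 2.49% ± 0.0231 of the counts in Input, 1.59% ± 0.303 in IgG and 0.233% ± 0.0755 in IP.

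**Figure D1:**
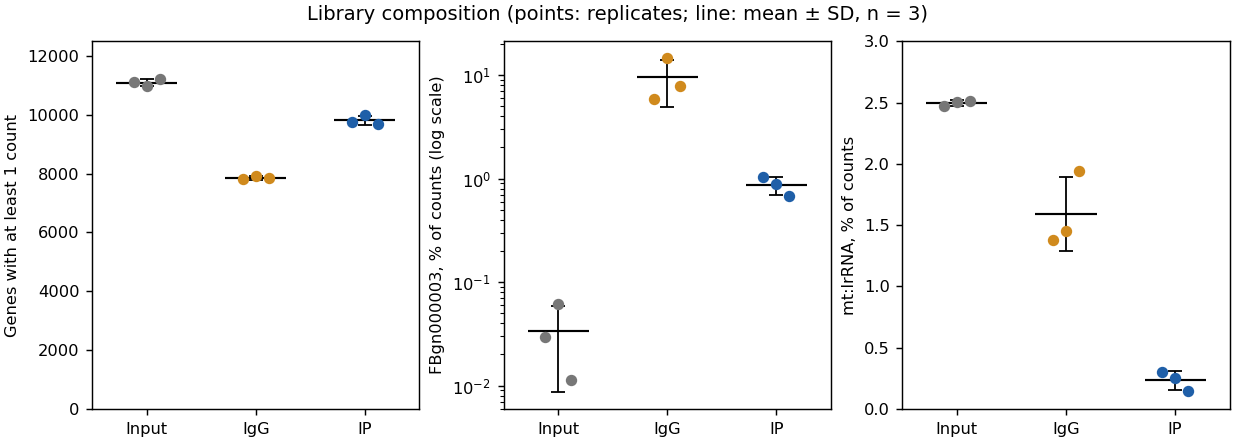
Genes with at least 1 count, percent of counts in FBgn000003 (log scale) and percent of counts in mt:lrRNA, by group; points are replicates and lines are the mean ± SD of 3. IgG detected the fewest genes (7805 to 7929) and held the most FBgn000003, and IP held the least mt:lrRNA.

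The mRNA of the tagged protein served as a reference point. The gene ais (FBgn0036754, chromosome 3L, 17802490 to 17804715, minus strand) stood at 78.97 ± 1.18 CPM in Input, 79.2 ± 25.7 in IgG and 81.7 ± 13.9 in IP. Its log2 fold change was 0.04 (SE 0.10, edgeR adjusted p 0.749) for IP over Input and 0.07 (SE 0.24, edgeR adjusted p 0.897) for IP over IgG, both smaller than their standard errors. Adding the replicate block gave 0.031 and 0.11, and neither was called. For IgG over Input the change was 0.0003 (SE 0.23, edgeR adjusted p 1.00).

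The comparison of IP with Input asks which mRNAs are over- or under-represented in the anti-FLAG pulldown relative to the lysate. Of 8789 genes tested, 5206 were called, 2501 higher and 2705 lower in IP, with a biological coefficient of variation of 0.150. A change of at least 2-fold was reached by 698 of the higher and 691 of the lower genes. Requiring 4-fold moved the count most, to 297 genes, and among fits at the same threshold one over all 9 libraries with the replicate block moved it most, to 2723 (2778 without the block). Same-numbered IP and Input libraries deviated together, with a mean correlation across genes of 0.32 (-0.16 for other pairs, which follows from the use of group means). With the replicate number as a block, 5512 genes were called (2637 higher and 2875 lower), of which 5159 were also called without it. Scaling by library totals instead of TMM gave 5256 genes, 2944 higher and 2312 lower, so the direction with more genes depended on the scaling.

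The largest rise over Input was that of FBgn000003, from 335 ± 249 to 8072 ± 1598 CPM (log2 fold change 4.59, SE 0.77, edgeR adjusted p 0.00649). CG17724 (FBgn0033802, 2R, 13176094 to 13190086, minus strand) rose from 12.4 ± 1.53 to 129 ± 5.24 CPM (log2 fold change 3.37, SE 0.10, edgeR adjusted p 2.16e-08). Of its 8422 exonic bases, 5718 are also exonic in Kdm4B and 6060 in seq on the same strand, so its counts depend on how shared reads were assigned. Muc12Ea (FBgn0052602, X, 14277735 to 14288161, plus strand) rose from 235 ± 3.46 to 2116 ± 155 CPM (log2 fold change 3.16, SE 0.07, edgeR adjusted p 1.46e-08). The largest fall was that of CG7326 (FBgn0030970, X, 18861197 to 18863776, minus strand), from 69.1 ± 4.50 to 3.24 ± 1.68 CPM (log2 fold change -4.43, SE 0.41, edgeR adjusted p 0.000193). CG32544 overlaps 768 of its 2580 exonic bases on the opposite strand. Nxf3 (FBgn0263232, 3L, 13965203 to 13973067, plus strand) fell from 55.7 ± 3.30 to 2.96 ± 0.210 CPM (log2 fold change -4.24, SE 0.11, edgeR adjusted p 2.16e-08), and shares 4496 of its 7512 exonic bases with ssp2. The mitochondrial gene mt:ND4 (FBgn0262952, mitochondrial genome, 8207 to 9545, minus strand) fell from 412 ± 40.2 to 24.4 ± 20.9 CPM (log2 fold change -4.10, SE 0.70, edgeR adjusted p 0.00692). All 6 were also called with the replicate block. The control pulldown moved all 6 in the same direction. For IgG over Input the log2 fold changes were 2.83 for CG17724, 2.28 for Muc12Ea and -1.98 for mt:ND4 (edgeR adjusted p 0.00121, 1.60e-05 and 0.00652). CG7326 was not called there (-2.25, edgeR adjusted p 0.0624). CG17724 and Muc12Ea were higher in IP than in IgG by 0.57 and 0.91 (edgeR adjusted p 0.0468 and 0.000396).

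The comparison of IP with IgG asks which mRNAs the anti-FLAG antibody recovers beyond a control antibody. Here 700 genes were called, 419 higher and 281 lower in IP, and 2402 had an unadjusted p under 0.05. The biological coefficient of variation was 0.596, because the IgG replicates were more scattered. A change of at least 2-fold was reached by 39 higher and 100 lower genes. Same-numbered IP and IgG libraries deviated together only weakly, with correlations across genes of 0.071, 0.036 and 0.19 in pairs 1, 2 and 3 (mean 0.10). The mean for other pairs, -0.05, follows from the use of group means. A differently numbered pair reached 0.088, above pairs 1 and 2, so this check gives little ground for pairing IP with IgG. With the replicate block 1264 genes were called, 790 higher and 474 lower, including 686 of the 700. As a ratio, requiring at least 4-fold moved the count most, to 17, and in number of genes a fit over all 9 libraries did, to 2014 (1825 with the block). Scaling by library totals instead of TMM gave 1193 genes, of which 86.2% were higher in IP, against 59.9% under TMM and 19.1% after correction for exon length.

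Among genes higher in IP than in IgG, Magi (FBgn0034590, 2R, 21129463 to 21142261, minus strand) rose from 11.6 ± 1.49 to 36.8 ± 5.67 CPM (log2 fold change 1.69, SE 0.26, edgeR adjusted p 0.00511). Its Input value was higher still, at 60.5 ± 4.10 CPM. Cht6 (FBgn0263132, X, 10016845 to 10050803, plus strand) rose from 7.42 ± 2.51 to 22.3 ± 3.21 CPM (log2 fold change 1.61, SE 0.38, edgeR adjusted p 0.0364), and fz3 (FBgn0027343, X, 769945 to 784222, plus strand) from 6.46 ± 0.298 to 19.3 ± 1.38 CPM (log2 fold change 1.60, SE 0.33, edgeR adjusted p 0.0209). Neither Cht6 nor fz3 was called once any IP replicate was left out or exon length was corrected for. FBgn000003 was lower in IP than in IgG (log2 fold change -3.66, SE 0.41, edgeR adjusted p 0.00362). Also lower were mt:ND2 (FBgn0013680, mitochondrial genome, 240 to 1263, plus strand), from 100 ± 88.5 to 9.45 ± 5.54 CPM (log2 fold change -3.38, SE 0.82, edgeR adjusted p 0.0475), and mt:lrRNA (FBgn0013686, mitochondrial genome, 12735 to 14058, minus strand), from 17270 ± 3368 to 2170 ± 686 CPM (log2 fold change -2.97, SE 0.26, edgeR adjusted p 0.000654). These 3 features were not called in the fit with the replicate block (edgeR adjusted p 0.125, 0.502 and 0.137).

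The comparison of IgG with Input gives the background of the pulldown, measured in the same way. It called 2364 genes, 908 higher and 1456 lower in IgG, with a biological coefficient of variation of 0.546. At least 2-fold changes were seen for 286 higher and 752 lower genes. Same-numbered IgG and Input libraries had a mean deviation correlation across genes of 0.12 (-0.06 for other pairs, which follows from the use of group means). The replicate block gave 1959 genes (826 higher and 1133 lower), 1574 of them shared with the fit without it. Leaving out 1 Input replicate moved the count most, to between 446 and 490. The share of called genes that were higher in IgG was 38.4%, and depended on the processing. It was 25.8% under scaling by library totals, 49.8% with DESeq2, 49.7% among genes with a mean of at least 50 counts and 52.4% after correction for exon length, and reached 59.7% with the block and the length correction together.

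FBgn000003 had the largest rise in IgG, from 335 ± 249 to 104200 ± 55290 CPM (log2 fold change 8.28, SE 0.87, edgeR adjusted p 0.00288). CG43897 (FBgn0264489, 3L, 9813847 to 9834345, plus strand) rose from 2.86 ± 1.33 to 108 ± 73.9 CPM (log2 fold change 5.22, SE 0.84, edgeR adjusted p 0.0102), and Obsc (FBgn0053519, 2R, 23995543 to 24014254, minus strand) from 2.05 ± 1.28 to 68.6 ± 51.8 CPM (log2 fold change 5.06, SE 0.94, edgeR adjusted p 0.0149). Neither CG43897 nor Obsc was called once Input replicate 2 or 3 was left out. The largest falls were those of Nrt (FBgn0004108, 3L, 16766072 to 16777465, plus strand), from 25.4 ± 1.38 to 2.07 ± 0.972 CPM (log2 fold change -3.61, SE 0.43, edgeR adjusted p 0.00391), and Nxf3, from 55.7 ± 3.30 to 5.20 ± 2.76 CPM (log2 fold change -3.42, SE 0.44, edgeR adjusted p 0.00503). They were followed by sw (FBgn0003654, X, 20227961 to 20236382, minus strand), from 37.5 ± 1.09 to 5.27 ± 2.36 CPM (log2 fold change -2.83, SE 0.40, edgeR adjusted p 0.00701). All 6 were also called with the replicate block.

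Many changes against Input were common to both pulldowns. Of the genes called in both comparisons with Input, 705 were higher in IP and in IgG, 908 were lower in both, 64 were higher in IP and lower in IgG, and 29 were lower in IP and higher in IgG. With the replicate block these counts were 699, 1036, 20 and 29, of which 591, 785, 13 and 20 were shared with the fits without it. Same-numbered pulldown and Input libraries had deviation correlations of 0.32 for IP and 0.12 for IgG. To avoid a shared denominator, IP was set against 1 Input replicate and IgG against the other two in each of the 3 ways. Across 8789 genes, which are not independent replicates, the log2 ratios correlated with Pearson's r from 0.41 to 0.42 and Spearman's rho from 0.48 to 0.51.

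**Figure D2:**
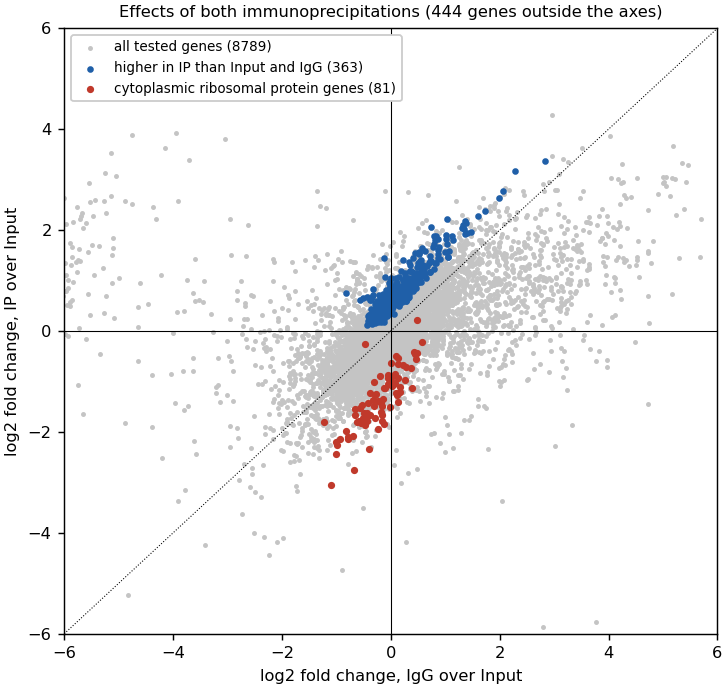
Each point is a gene, with its log2 fold change of IgG over Input on the horizontal axis and of IP over Input on the vertical axis; 444 of the 8789 genes lie outside the axes. The 363 genes higher in IP than in both other groups lie above the diagonal of equal change, and the cytoplasmic ribosomal protein genes lie mostly below it.

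An mRNA recovered with the tagged protein should exceed both the lysate and the control pulldown. Higher levels in IP than in both Input and IgG were found for 363 genes, and 225 genes were lower than in both. Of the 363, 115 were also called higher in IgG than in Input, and 24 lower. With the replicate block 640 genes were higher than both, including 360 of the 363, and 340 were lower than both, including 222 of the 225. Of the 640, 171 were also higher in IgG than in Input, and 20 lower. The pairing correlations were 0.32 for IP with Input and 0.10 for IP with IgG. Of the 363, 19 reached 2-fold over both groups, against 29 with the block. As a ratio, requiring 4-fold moved the count most, to 1 feature, and in number of genes scaling by library totals did, to 819. It was snoRNA:Or-CD4 (FBgn0082919), named here after its values were seen, with 28, 22 and 19 counts in Input, 0 in each IgG library and 167, 178 and 171 in IP. The 363 genes were long, with a median exon length of 6211 bases over the 349 with a length, against 2093 for all tested genes with one. After correction for exon length 47 genes met the criterion, 43 of them among the original 363. With the block and the length correction together, 199 genes met it, 127 of them among the 363.

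Among genes with a mean of at least 10 CPM, the 5 with the largest excess over both groups were Cht6, Atpalpha, vkg, lva and IntS1. Cht6 was higher in IP than in Input by a log2 fold change of 1.45 (SE 0.15, edgeR adjusted p 2.04e-05). Atpalpha (FBgn0002921, 3R, 20948714 to 20976239, plus strand) stood at 748 ± 16.5 CPM in Input, 1245 ± 70.1 in IgG and 3141 ± 192 in IP, with log2 fold changes of 2.07 over Input and 1.36 over IgG (SE 0.06 and 0.07, edgeR adjusted p 2.32e-08 and 0.000343). For vkg (FBgn0016075, 2L, 5012144 to 5028191, minus strand) the values were 154 ± 30.8, 314 ± 76.6 and 716 ± 89.2 CPM, with log2 fold changes of 2.22 and 1.22 (SE 0.16 and 0.17, edgeR adjusted p 1.72e-05 and 0.00377). For lva (FBgn0029688, X, 3955543 to 3965327, minus strand) they were 199 ± 6.25, 232 ± 28.7 and 527 ± 21.9 CPM, with log2 fold changes of 1.40 and 1.21 (SE 0.05 and 0.11, edgeR adjusted p 4.53e-08 and 0.000527). For IntS1 (FBgn0034964, 2R, 24037943 to 24044458, plus strand) they were 129 ± 5.81, 176 ± 7.57 and 378 ± 12.1 CPM, with log2 fold changes of 1.55 and 1.13 (SE 0.05 and 0.09, edgeR adjusted p 3.40e-08 and 0.000396). Atpalpha, vkg, lva and IntS1 remained called over both groups after correction for exon length.

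Cytoplasmic ribosomal protein genes were tested as a set because the series concerns ribosome production. Of 88 such genes in the files, 81 were tested. Together they held 9.02% ± 0.125 of the counts in Input, 7.27% ± 0.963 in IgG and 4.003% ± 0.284 in IP (SD, n = 3). Their median log2 fold change was -1.38 for IP over Input and -1.13 for IP over IgG, and 79 and 76 of the 81 genes were called lower (79 and 78 with the replicate block). Over 19 alternatives the medians ran from -1.42 to -1.28 and from -1.19 to -0.90. In same-numbered libraries the median ratios were -1.37 ± 0.10 and -1.11 ± 0.20 (SD, n = 3), negative in all 3 pairs of each comparison. As a set, neither difference passed after adjustment in limma's camera (adjusted p 0.0977 for both), with a correlation between genes estimated at 0.38 and 0.60. The medians with the replicate block were -1.40 and -1.12 (adjusted p 0.302 for both, with pairing correlations of 0.32 and 0.10). A joint fit of all 9 libraries gave camera adjusted p values of 0.0331 and 0.0192, but 0.110 and 0.0966 with the replicate block added. Fixing the correlation between genes at 0.01 moved the test most, to 1.08e-67 and 1.26e-92. For IgG over Input the median was -0.19 (adjusted p 0.760), or -0.20 with the block (adjusted p 0.774), where 9 genes were called higher and 27 lower (11 and 36 with the block). Adjusted over the 81 genes alone, 80, 79 and 45 genes passed in the 3 comparisons, against 79, 76 and 36 adjusted over all genes tested. Some members have near-identical copies, and their counts depend on how the authors assigned shared reads.

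None of the other 3 sets passed in any comparison, and among all 12 set tests 2 had an unadjusted p under 0.05. The 70 mitochondrial ribosomal protein genes had median log2 fold changes of -0.33 for IP over Input and -0.43 for IP over IgG (camera adjusted p 0.410 and 0.165). With the block the medians were -0.33 and -0.37 (camera adjusted p 0.302 for both). For IgG over Input their median was 0.11 (camera adjusted p 0.760), 0.062 with the block (camera adjusted p 0.752), and was negative in 1 of the 3 same-numbered pairs (-0.026) and under scaling by library totals (-0.014). The 13 mitochondrially encoded genes had medians of -1.30, -1.83 and 0.35 for IP over Input, IP over IgG and IgG over Input (camera adjusted p 0.760, 0.165 and 0.760). With the block these were -1.36, -1.96 and 0.30 (camera adjusted p 0.774, 0.302 and 0.774), and the IgG over Input value was negative in 1 of the 3 same-numbered pairs. It was also negative, -0.038, when every gene with at least 1 count was tested. The 17 eggshell and yolk genes had medians of -0.13, -0.44 and 0.60 (camera adjusted p 0.760, 0.287 and 0.289), and -0.12, -0.44 and 0.59 with the block (camera adjusted p 0.937, 0.302 and 0.302). The deviation correlations of same-numbered libraries were 0.32, 0.10 and 0.12 for the 3 comparisons.

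**Figure D3:**
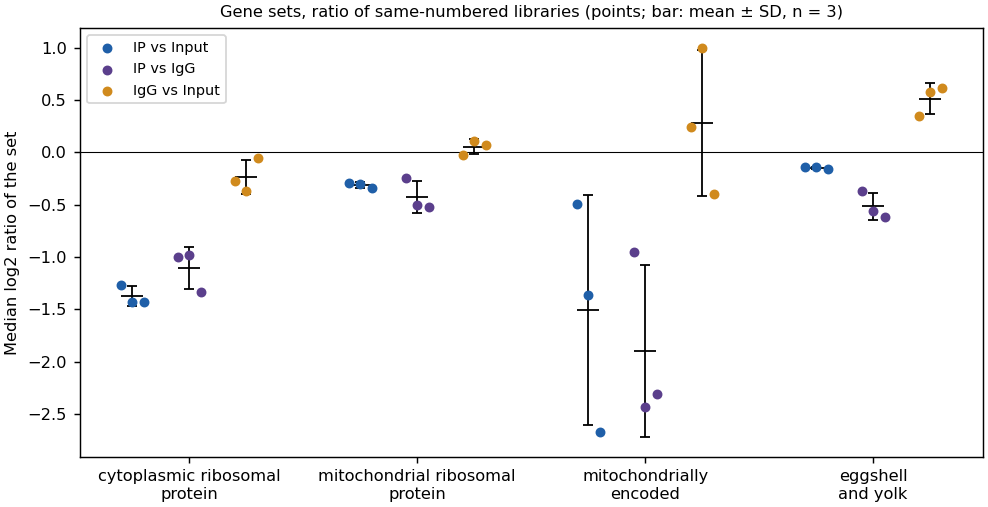
Median log2 ratio of each gene set between same-numbered libraries, by comparison; points are the 3 pairs and bars the mean ± SD. Cytoplasmic ribosomal protein genes lie from -1.43 to -1.26 for IP over Input, mitochondrially encoded genes scatter from -2.67 to -0.49, and the small IgG over Input rise of mitochondrial ribosomal protein genes is negative in 1 pair and under scaling by library totals.

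The other genes fixed beforehand gave mixed results. The gene larp (FBgn0261618, 3R, 28318162 to 28336440, minus strand) was higher in IP than in Input and IgG, with log2 fold changes of 0.35 and 0.52 (SE 0.06 and 0.08, edgeR adjusted p 0.000544 and 0.00584), but its change against Input was -0.069 after correction for exon length. Non1 (FBgn0028473, 2R, 9396265 to 9398734, minus strand) was lower in IP than in both, at 164 ± 5.17 CPM against 599.5 ± 16.4 in Input and 274 ± 26.1 in IgG. Its log2 fold changes were -1.88 and -0.72 (SE 0.05 and 0.10, edgeR adjusted p 2.16e-08 and 0.00417). For bam (FBgn0000158, 3R, 25243039 to 25245109, minus strand) the change was -2.05 for IP over Input and -1.38 for IgG over Input (SE 0.15 and 0.25, edgeR adjusted p 2.55e-06 and 0.0141), and IP did not differ from IgG (log2 fold change -0.63, SE 0.37, edgeR adjusted p 0.342). Rbfox1 (FBgn0052062, 3L, 10481412 to 10594012, plus strand) changed by 0.20 for IP over Input and 0.17 for IP over IgG (SE 0.08 and 0.20, edgeR adjusted p 0.0400 and 0.677), and both values were negative after correction for exon length (-0.17 and -0.23). Its call against Input was lost in 4 of the 6 fits that left out 1 replicate and in the joint fit of all 9 libraries (edgeR adjusted p 0.429). The call of bam for IgG over Input was lost in 3 of 6 such fits with 1 replicate left out. RpS19b (FBgn0039129, 3R, 23932729 to 23933530) had 33, 33 and 28 counts in Input, 0 in each IgG library and 5, 6 and 32 in IP. For ord (FBgn0003009, 2R, 23271257 to 23275536) the counts were 28, 25 and 11 in Input, 0, 61 and 0 in IgG, and 5, 41 and 37 in IP. Of the 7 fixed genes, 4, 2 and 3 were called for IP over Input, IP over IgG and IgG over Input, and 4, 3 and 3 when p was adjusted over the list alone. Among the 5 of them with a mean of at least 10 CPM, 4, 2 and 2 were called both with and without the replicate block.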

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

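The tests of exon length and GC content below were chosen after the lists of genes had been seen, but before the corrected fits were run.

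A group of genes moved in opposite directions in the IP and IgG pulldowns relative to Input, with the difference between the pulldowns itself passing (edgeR adjusted p under 0.05 in all 3 comparisons). In 24 genes the IP level was above Input and the IgG level below it, and in 29 genes the reverse held. With the replicate number as a block the counts were 20 and 29, of which 13 and 20 were shared with the fits without it, beside pairing correlations of 0.32 for IP with Input, 0.12 for IgG with Input and 0.10 for IP with IgG.

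The lists differed in gene length. The 24 genes had a median exon length of 6565 bases (23 with a length) and the 29 a median of 959.5 (28 with a length), against 2093 for all tested genes. Of the 24 genes, 3 (corn, dtr and snoRNA:Or-CD4, named after their values were seen) had 0 counts in every IgG library, so their fall in IgG is measured against the floor only. Of the 29, 8 were cytoplasmic ribosomal protein genes. Most changes were small. Apart from the 3 genes with 0 counts, log2 rises in IP in the first list ran from 0.12 to 0.62. In the second list the falls in IP ran from -1.30 to -0.14 and the rises in IgG from 0.17 to 0.82. Scaling by library totals moved the median of all genes to 0.10 for IP over Input and -0.14 for IgG over Input. The lists were not made under that scaling.

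Gene length may account for a part of the list higher in IP and lower in IgG, but the corrections cannot show how much. They also moved the median log2 fold change of all genes for IgG over Input. It went from -0.0096 to 0.112 with the exon length correction and to 0.109 with the GC correction. Such a shift by itself takes genes off the list lower in IgG and adds genes to the other. After correction for exon length, 33.3% of the genes with a length (17 of 51) still moved in opposite directions with all 3 tests passed. The correction left the lists uneven. In all, 2 genes were higher in IP and lower in IgG, against 24 without it, and 26 went the other way, against 29. The correction thus did not remove the second list, although its members may differ and the shift of the median favours it. After correction for GC content 60.8% (31 of 51) remained, with 9 genes in all higher in IP and lower in IgG and 50 the other way, so GC content is not excluded as a part of the pattern. A specific recovery of long mRNAs with the tagged protein and a recovery of long mRNAs that does not depend on it cannot be told apart with these libraries.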

How the results depend on the processing

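The corrections for exon length and GC content, alone or with the block, the removal of FBgn000003 and the fixed correlation between genes were chosen only after the results were seen.

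With DESeq2, 1376 genes passed for IP against IgG, including all 700 of the edgeR calls, and 559 genes were higher in IP than in both other groups, including the 363. Scaling by library totals moved the median log2 fold change of all genes to 0.10 for IP over Input, 0.22 for IP over IgG and -0.14 for IgG over Input, from 0.0058, 0.027 and -0.0096. It gave 1193 genes for IP against IgG and 819 higher than both, and turned the IgG over Input values of the mitochondrial ribosomal protein genes (-0.014), ais (-0.11) and Rbfox1 (-0.077) negative. With every gene of at least 1 count tested, the IgG over Input value was -0.038 for mitochondrially encoded genes and -0.0066 for ais.

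A joint fit of all 9 libraries gave 2778 genes for IP against Input and 2014 for IP against IgG. It took the cytoplasmic ribosomal protein genes past the threshold at -1.37 for IP over Input (camera adjusted p 0.0331, and from 0.0331 to 0.328 over its alternatives with an estimated correlation) and at -1.16 for IP over IgG (0.0192, and from 0.0192 to 0.328), with negative medians in all 3 same-numbered pairs. The cause was not tested. With the replicate block, 1264 genes passed for IP against IgG, 640 were higher than both, and ais was at -0.048 for IgG over Input. With the block in the joint fit these were 1825, 529 and -0.042, with 2723 genes for IP against Input. The cytoplasmic ribosomal protein genes then did not pass (camera adjusted p 0.110 for IP over Input and 0.0966 for IP over IgG).

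Correction for exon length left 257 genes for IP against IgG (49 higher and 208 lower, 208 shared with the uncorrected calls) and 47 higher than both. It reversed larp for IP over Input (-0.069) and Rbfox1 for IP over Input (-0.17) and IP over IgG (-0.23). With the block added, 199 genes were higher than both and those 3 values were -0.071, -0.17 and -0.21. Correction for GC content left 232 genes higher than both, and with the block added 1093 genes for IP against IgG. At a 2-fold minimum 1389, 139 and 1038 genes passed for IP against Input, IP against IgG and IgG against Input, and 19 were higher than both. At 4-fold the counts were 297, 17, 624 and 1. At an adjusted p under 0.01 they were 312 for IP against IgG, 514 for IgG against Input and 154 higher than both. For the counts other than the length corrections, the cause was not tested.

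A fixed correlation of 0.01 between genes took 8 set tests past the threshold. The cytoplasmic ribosomal protein genes had medians of -1.38, -1.13 and -0.19 for IP over Input, IP over IgG and IgG over Input (camera adjusted p 1.08e-67, 1.26e-92 and 0.0173, the last against 0.379 to 0.835 over the other alternatives). The mitochondrial ribosomal protein genes had -0.33 for IP over Input (0.00239, against 0.211 to 0.635) and -0.43 for IP over IgG (7.55e-09, against 0.0857 to 0.410). Mitochondrially encoded genes had -1.83 for IP over IgG (1.88e-10, against 0.104 to 0.410). Eggshell and yolk genes had -0.44 for IP over IgG (1.12e-07) and 0.60 for IgG over Input (8.79e-07), both against 0.0966 to 0.410. In all 8 the 3 same-numbered pairs had the sign of the median. The estimated correlations, up to 0.60 for ribosomal protein genes, are far above 0.01.

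Across the fits that each left out 1 replicate, gene counts ran from 4538 to 5441 for IP against Input, from 295 to 930 for IP against IgG, from 446 to 3306 for IgG against Input, and from 149 to 410 for genes higher than both. The median of the eggshell and yolk genes for IP over Input ran from -0.17 to 0.037. The IgG over Input change ran from -0.28 to 0.19 for ais, from -0.33 to 0.12 for Cht6 and from -0.16 to 0.18 for Rbfox1. For ais, IP over IgG ran from -0.13 to 0.32 and IP over Input from -0.098 to 0.14. The cause was not tested.

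Other than these reversals, the genes named by the rules in the report with a fold change kept their direction under the alternatives run (RpS19b and ord, given as counts, and genes named after their values were seen were not included), and 807 of their values also kept their side of the threshold, while 52 were weaker and 1 was stronger. Of the set values, 215 kept direction and side of the threshold. The count for IP against Input stayed within 1.5 times the reported one except in the joint fits and at the 2-fold and 4-fold minimum. DESeq2 gave no set tests.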

Other observations

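In this part, the comparison of ribosomal protein genes between IP and IgG was chosen as a test only after its result was seen, and the fit of muscle markers with the replicate block only after the fit without it.

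Splits of the samples into other groups were compared with the real ones. Each comparison of 3 libraries with 3 has 10 splits, of which 4 part all 3 same-numbered pairs. For the genes called in IP against Input, IP against IgG and IgG against Input, 1 of the 4 splits, the real one, gave as many genes. The 9 other splits gave 0 genes in each comparison, with 16 to 127, 107 to 292 and 29 to 169 genes at an unadjusted p under 0.05. The real splits gave 5552, 2402 and 3326. The other splits mix the real groups under each label, so the difference between groups counts as scatter. Few calls were therefore to be had from them in advance. The 6 splits outside the 4 put both libraries of a same-numbered pair on one side. For the median change of the 4 gene sets, 1 of 4 splits was as large as the real one in IP against Input and in IP against IgG for each set. In IgG against Input it was 1 of 4 for eggshell and yolk genes and 2 of 4 for cytoplasmic ribosomal protein, mitochondrial ribosomal protein and mitochondrially encoded genes. Among the splits outside the 4, the eggshell and yolk median was exceeded in IP against Input (up to 0.301 against 0.125) and in IP against IgG (0.505 against 0.441). No other set was exceeded there in these comparisons, whereas in IgG against Input every set but eggshell and yolk genes was. A share of 0.25 is the smallest that 4 splits allow, so none of these counts excludes chance.

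For genes higher in IP than in both other groups, labels were exchanged within replicate numbers in 100 of the 108 possible ways. The real labels gave 363 genes, and 5 of the 100, the real one included, gave as many. The other 4 gave the IP label to all 3 Input libraries, which found 665 to 908 genes. In 3 relabellings all IgG libraries took the IP label, and at most 84 genes were found. In 3 others the IP libraries kept the label against mixed Input and IgG libraries, and 144 to 177 were found. A count of this size is therefore not special to IP, since Input libraries differ from both pulldowns by more genes. The IgG libraries did not reach it, but their scatter then enters both tests and lowers the count. The 89 relabellings that mixed libraries of different groups under the IP label gave 0 genes, with 0 to 46 at an unadjusted p under 0.05 in both tests, against 869 with the real labels.

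Long genes were over-represented among those higher in IP than in both other groups. After correction for exon length, 12.3% (43 of the 349 genes with a length) were still called, and after correction for GC content 61.0% (213) were. With the replicate block added to the corrected fits, 127 and 306 of these genes were still called. Across 8574 genes, which are not independent, the log2 fold change correlated with exon length at Spearman's rho of 0.16 for IP over Input, 0.30 for IP over IgG and -0.10 for IgG over Input. With GC content the values were 0.16, 0.10 and 0.08. Exon length, or something that goes with it such as RNA integrity in the pulldowns, may therefore account for most of this list. Atpalpha, vkg, lva and IntS1 passed with the correction and are not fully explained by it.

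The fall of cytoplasmic ribosomal protein mRNAs in IP was set against random lists of 81 genes. Their median log2 fold change for IP over Input lay below that of lists of similar exon length by a difference of -1.32, of similar abundance by -1.43 and of similar GC content by -1.43. For each property 0 of 10000 lists was as low. The ribosomal protein genes are correlated and random lists are not, so these counts do not replace the set test. If the fall came from loss of these mRNAs in any pulldown, IgG would show it too. The difference between IP and IgG had a median of -1.13, negative in all 3 pairs, with a camera adjusted p of 0.0977 (0.0192 to 0.328 over the alternatives with an estimated correlation). In IgG over Input the median was -0.19, with 9 genes called higher and 27 lower, against -1.38 in IP over Input. Of the 81 genes, 76 were called lower in IP than in IgG (78 with the replicate block, at a pairing correlation of 0.10). Length, abundance and GC content taken singly did not account for the fall. The gene-by-gene calls go against a loss of this size in any pulldown, although the set test of IP against IgG did not pass. A depletion of these mRNAs from the material recovered with the tagged protein remains a hypothesis, and no library with an untagged genotype was used here to test it.

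IgG libraries detected fewer genes than the others. Depth did not account for this, because Input and IP libraries thinned to 30533376 counts, the total of the smallest IgG library, still detected at least 9658 genes. A small number of RNA molecules before amplification is a candidate explanation. In the IgG group 790 genes had 0 counts in one library and at least 100 in another, against 4 in Input and 8 in IP. Genes with 1 to 9 counts numbered 111 to 186 in IgG libraries, 930 to 1198 in IP and 2416 to 2515 in Input. The high variation among IgG replicates limits both comparisons that use them.

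Rises in IgG over Input, several of them in genes of muscle structure, prompted a test of muscle markers. They were those of bt, sls, Obsc, CG43897, Ppn and TpnC73F (log2 fold changes of 5.01, 5.003, 5.06, 5.22, 4.21 and 2.41). Ppn is not a gene of muscle structure. A list of 26 other muscle markers was written before they were tested, and 21 could be tested. Their median log2 fold change for IgG over Input was 2.26, with 20 of 21 positive and 12 called higher, but as a set they did not pass (camera p 0.201, adjusted over 3 comparisons 0.402). With the replicate block the median was 1.52, with 19 positive and 13 called higher, and the set did not pass either (camera p 0.206, adjusted 0.309, at a pairing correlation of 0.12). For IP over IgG the median was -1.82, and 0 were called, with 9 at an unadjusted p under 0.05. The block gave -1.81 with 9 called lower (camera adjusted p 0.309). For IP over Input the median of the markers was 0.63, with 15 of 21 positive, 5 called higher and 1 lower (camera adjusted p 0.754), or 0.49 with the block, with 14 positive, 6 called higher and 1 lower (camera adjusted p 0.657). The median log2 CPM of the markers was higher in IP than in Input in pair 1 (6.08 against 4.83) but not in pair 2 (4.64 against 4.66) or pair 3 (3.45 against 4.12), whereas their summed CPM was higher in IP in all 3 pairs (2690 against 1825, 1919 against 1734 and 1577 against 1511). Whether the markers rose in IP thus depended on the measure. Of the genes that prompted the test, bt, sls, Obsc, CG43897 and Ppn also rose in IP over Input (2.95, 2.93, 2.87, 3.01 and 2.07), and TpnC73F did not (-0.061). The 6 markers with less than 2 kb of exon had a median of 2.67, so the rise was not confined to long transcripts. Across genes, however, shorter ones tended to be higher in IgG than in Input (Spearman's rho with exon length -0.10). A rise of short markers therefore cannot exclude an effect of transcript length, and no length-corrected fit of the markers was run. The summed CPM of the 21 markers was higher in IgG than in Input in 3 of 3 same-numbered pairs. Unequal muscle in the lysates thus did not account for the rise, provided that a shared replicate number means a shared lysate. Muscle tissue or sarcomeres carried into the control pulldown may be the source, but the set tests run did not pass with or without the block.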
